A study of Mus musculus with 6 samples.

How the data were processed

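Poly(A)-selected RNA from dorsal root ganglia, the clusters of sensory neuron cell bodies and their glia beside the spinal cord, was sequenced in 6 mouse libraries. The libraries were assigned to genotype from their titles: 3 came from mice carrying the SOD1-G93A transgene, a mutant human SOD1 used as a model of amyotrophic lateral sclerosis, and 3 from wild-type (WT) littermates. The genotype field of transgenic replicates 2 and 3 names a mutation with another residue number than the title and the library name do. The title was followed. Each table column was matched to its library by the library name in the labels. 2 of the WT column names carry a full-width digit, which was read as the same number. There were 0 columns without a sample.

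The values are fragment counts scaled to transcript length and to the number of mapped fragments (FPKM), which the authors computed and normalized, per the file headers. What the word "normalized" in that header covers is not stated there or in the labels, and neither are the aligner, the counting tool, the genome build and the annotation. The table is called a count table by its name but holds values with 3 decimals. The column where a gene identifier would stand is blank in all 47719 rows of the table analysed here. Rows were therefore treated as unnamed features and are identified by their position, counted from 1 at the first line of values. No gene name was assigned from row order or from values. For this reason coordinates, gene annotation, GC content, gene length and reads shared between paralogs were not analysed here. Sod1, gene sets, a list of genes fixed beforehand and sex-linked genes, all named in the design, were not analysed here either.

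The design fixed before the data were examined named a quasi-likelihood test for counts. Because the deposited values are FPKM and not counts, the comparison was made with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1) instead. The fit had genotype as its single term, an intensity-dependent prior variance and robust empirical Bayes moderation. P-values were adjusted over all rows tested by the Benjamini-Hochberg method and compared with 0.05. Rows with a mean of at least 1 FPKM over the 6 libraries were tested, which left 13858 rows. The pseudocount, the filter and the variance trend were set after the values had been seen, and alternatives to each were computed. A fold change on this scale understates the change of rows with low FPKM. No scaling was added to the authors' own in the reported fit.

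The titles number the libraries 1 to 3 within each genotype. Whether these numbers pair the libraries was checked by correlating, across rows, each library's deviation from the mean of its genotype. The fit was repeated with the replicate number as a block. The share of total variance lying between groups of libraries was compared with its value in every other split of the same libraries, which gives an exact permutation test. For 3 libraries against 3 the smallest p-value of that test is 0.1.

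The number of fragments per library is unknown, because FPKM do not keep it and row lengths are not given. Relative depth was estimated from low rows, where FPKM take steps of 1 fragment. Rows between 0.05 and 2 FPKM in both libraries and above 0 in at most 4 libraries were used, and the most frequent ratio to the second WT library was taken. Any scaling by the authors also enters this ratio. No confidence interval or detection floor that needs a fragment count was computed. The precision of each value is given as the SD over 3 libraries.

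The procedure was tested on simulated data drawn as independent normal values from each row's mean and residual SD, with 200 of 13858 rows changed by a known fold in 10 simulations per fold. With no change it called 0 rows on average. With changes of 1.5-fold, 2-fold and 4-fold it recovered 29.4%, 67.3% and 91.0% of the changed rows, and at 2-fold it made 5.3 false calls on average.

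The rule for naming rows, fixed before the data were examined, took those past the threshold with a mean log2 value of at least 1 and every library of one genotype above every library of the other, and in a direction with no such row the ones with the smallest p-value, of which 2 are given. Alternatives tried were the replicate block, a covariate for the first replicate, other scalings, filters, pseudocounts and variance models, other thresholds, library weights and leaving out libraries. Alternatives listed beforehand that need counts (other count models, voom and thinned counts) or gene names (an Xist covariate) were not run. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.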

Results

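Gene expression in dorsal root ganglia was compared between SOD1-G93A transgenic mice and WT littermates at disease onset, with 3 libraries per genotype. The question stated for the study is which expression changes in the ganglia accompany onset of the disease. Of the 47719 rows in the table, 26258 were above 0 FPKM in at least 1 library and 21461 were 0 in all 6. The rows carry no gene names, so Sod1, the gene that would check the genotype labels, was not analysed here. The SOD1-G93A libraries had 21838 ± 368 rows above 0 (SD, n = 3) and the WT libraries 21938 ± 292 (SD, n = 3). The summed FPKM was 462671 ± 9037 in SOD1-G93A and 465357 ± 8709 in WT (SD, n = 3 each). Both differences between genotypes were smaller than the SD within either genotype. Rows at 1 FPKM or more numbered 13817 ± 35.3 in SOD1-G93A and 13704 ± 67.0 in WT (SD, n = 3 each), a difference larger than either SD, with every SOD1-G93A library above every WT library (exact permutation test, two-sided, p = 0.1, the smallest this design allows).

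Relative to the second WT replicate, the sequencing depth read from the steps of low FPKM values was 0.9997 in the first and 0.998 in the third WT replicate. It was 0.948, 0.981 and 1.01 in SOD1-G93A replicates 1, 2 and 3. These estimates rested on 120 to 178 rows each. The depth in fragments is unknown. The 10 rows with the highest mean FPKM took 5.96% ± 0.841 of the summed FPKM in SOD1-G93A and 5.75% ± 0.649 in WT (SD, n = 3 each).

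The 6 libraries were similar over the 13858 rows with a mean of at least 1 FPKM. Pearson correlations of log2(FPKM + 1) across rows ranged from 0.965 to 0.982 between libraries, and no 2 libraries held the same values. Rows are not independent replicates, so these correlations describe the libraries only. The most similar libraries were SOD1-G93A replicates 2 and 3, at 0.982. The first replicate of each genotype correlated with the other at 0.978, whereas SOD1-G93A replicate 1 correlated with replicates 2 and 3 of its own genotype at 0.967 each.

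The first principal component carried 35.1% of the variance and set replicate 1 of both genotypes apart from the other 4 libraries. SOD1-G93A replicate 1 lay at -32.2 and WT replicate 1 at -20.1 on this axis, and the other libraries lay between 11.8 and 14.9965. The second component carried 19.5%. On it SOD1-G93A replicates 2 and 3 lay at 13.3 and 17.1, and WT replicates 2 and 3 at -1.95 and -26.6. Replicate 1 of SOD1-G93A and of WT lay close together on it, at -0.838 and -0.965.

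**Figure D1:**
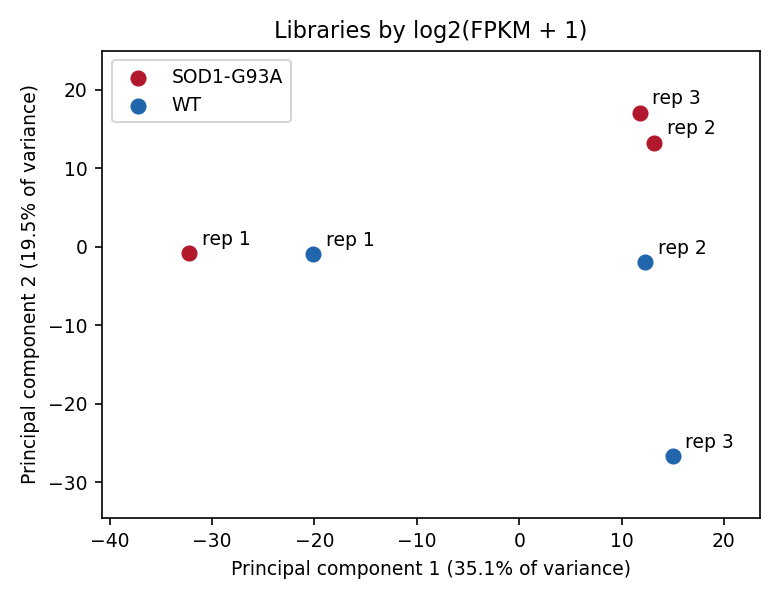
Scores of the 6 libraries on the first (horizontal) and second (vertical) principal components of log2(FPKM + 1), with axis labels giving the percent of variance and colour giving genotype. Replicate 1 of both genotypes sits at -32.2 and -20.1 on the first component and the other 4 libraries sit at 11.8 or above.

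Genotype accounted for 18.9% of the total variance of log2(FPKM + 1). Of the 10 splits of the libraries into 3 and 3, 5 gave a share at least as large, the genotype split included (exact permutation test, one-sided, p = 0.5), and the smallest p-value this design allows is 0.1. The shares over the 10 splits ran from 14.1% to 26.0%. The 4 splits with a larger share than genotype were those that put replicate 1 of both genotypes on the same side. Among the 4 splits that part all 3 same-numbered pairs, genotype had the largest share, against 14.1% to 16.7% for the others (exact permutation test, one-sided, p = 0.25, the smallest that 4 splits allow). Replicate number accounted for 50.3%, and 2 of the 15 ways to pair the 6 libraries gave a share at least as large, this pairing included (exact permutation test, one-sided, p = 0.133). The median share over the 15 pairings was 37.7%, with a range from 34.7% to 52.9%. The shares of replicate number and genotype are therefore not directly comparable.

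Libraries numbered 1 and 2 deviated together with the same-numbered library of the other genotype. The correlation of their deviations across rows was 0.37 for replicates 1, 0.21 for replicates 2 and 0.10 for replicates 3, with a mean of 0.23. Over the 6 differently numbered pairs of opposite genotype the mean was -0.11. Deviations within a genotype cancel in each row, so this mean largely follows from the same-numbered one and is not separate evidence. The 4 differently numbered pairs that include a replicate 1 library ranged from -0.28 to -0.16. The others, between replicates 2 and 3, were at 0.10 and 0.11, as high as replicates 3. The pairing by number therefore rests mainly on replicate 1. Results are therefore given without and with the replicate number as a block.

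Few rows passed the threshold in either fit. Without the block, 1 of 13858 rows had a Benjamini-Hochberg adjusted p-value under 0.05 by limma, and it was higher in SOD1-G93A. With the replicate block, 7 rows passed, all higher in SOD1-G93A, and 1 row was shared by both fits. All 7 were separated by genotype, with every SOD1-G93A library above every WT library, and their log2 fold changes lay between 0.99 and 1.26. At an adjusted p-value under 0.1 the counts were 3 rows without and 12 with the block. Of the settings that kept this threshold, leaving out replicate 1 of both genotypes moved the count of 1 row most, to 40 rows.

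At an unadjusted p-value under 0.05, limma gave 1055 rows without the block, against 693 that a uniform distribution of p-values would give. Of these, 536 were higher and 519 lower in SOD1-G93A. With the replicate block the number was 1560, with 752 higher and 808 lower, and 978 rows were shared by both fits. Differences were small in most rows. The absolute log2 fold change was under 0.2 in 82.6% of the rows tested, its median was 0.09 and the median standard error without the block was 0.11. It was at least 1 in 130 rows. The median log2 fold change over all rows was -0.0035.

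**Figure D2:**
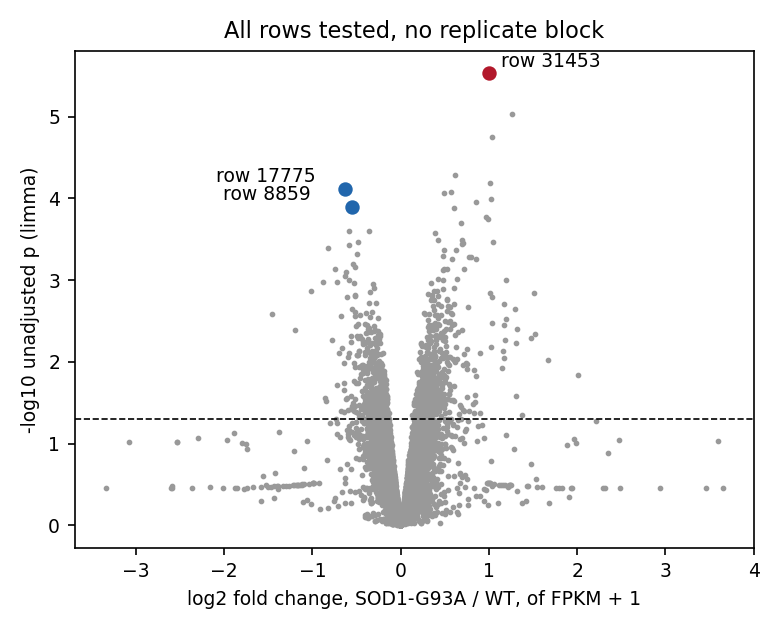
The log2 fold change of FPKM + 1 between SOD1-G93A and WT (horizontal) against the -log10 unadjusted limma p-value without the block (vertical) for each of the 13858 rows tested (grey points), with a dashed line at the unadjusted threshold. Of the rows above the line 536 lie to the right and 519 to the left, and the 3 coloured points are the rows described individually.

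Every SOD1-G93A library lay above every WT library in 916 of the rows tested, and every one below in 958. Together these were 13.5% of rows, where 10% would separate by chance with 3 libraries against 3. When every row above 0 in at least 1 library was counted, the share was 10.6%. That set includes 2646 rows above 0 in only 1 library, which are tied at 0 elsewhere and cannot separate the genotypes. Its chance level is therefore below 10%, and the shares of both sets are not directly comparable. The difference between SOD1-G93A and WT had the same sign in all 3 numbered pairs in 34.8% of rows. Without ties, 25% is the average of this share over the 4 splits that part all 3 numbered pairs. The 10% above is likewise an average over the 10 splits. Neither share was computed for the other splits, and rows are not independent. The excess over 25% or 10% was therefore not tested. Across rows, the differences of pairs 1 and 2 correlated at 0.11, those of pairs 2 and 3 at 0.11, and those of pairs 1 and 3 at -0.0070.

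The table row that passed the threshold in both fits was row 31453. It had 8.24 ± 0.0489 FPKM in SOD1-G93A and 3.63 ± 0.191 FPKM in WT (SD, n = 3 each), a ratio of means of 2.27. Its log2 fold change was 0.999 with a standard error of 0.08, and its adjusted p-value by limma was 0.0408 without and 0.0481 with the replicate block. The call was lost under quantile normalization and when rows down to any value above 0 were tested, and in 5 of the 6 fits that each left out 1 library.

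No row that was lower in SOD1-G93A passed the threshold in the fits to all 6 libraries. Some lower rows passed when libraries were left out, among them row 8859 without SOD1-G93A replicate 1 (adjusted p-value by limma 0.0377). In the fit without the block, the lower rows with the smallest p-values were 17775 and 8859. Row 17775 had 15.3 ± 1.44 FPKM in SOD1-G93A and 24.2 ± 0.789 FPKM in WT (SD, n = 3 each). Its log2 fold change was -0.63 with a standard error of 0.08, and its adjusted p-value by limma was 0.150 without and 0.0790 with the block. Row 8859 had 33.7 ± 2.43 FPKM in SOD1-G93A and 49.8 ± 2.98 FPKM in WT (SD, n = 3 each). Its log2 fold change was -0.55 with a standard error of 0.08, and its adjusted p-value by limma was 0.152 without and 0.101 with the block. In both rows the genotypes did not overlap. The table pairs no row with a gene name.

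**Figure D3:**
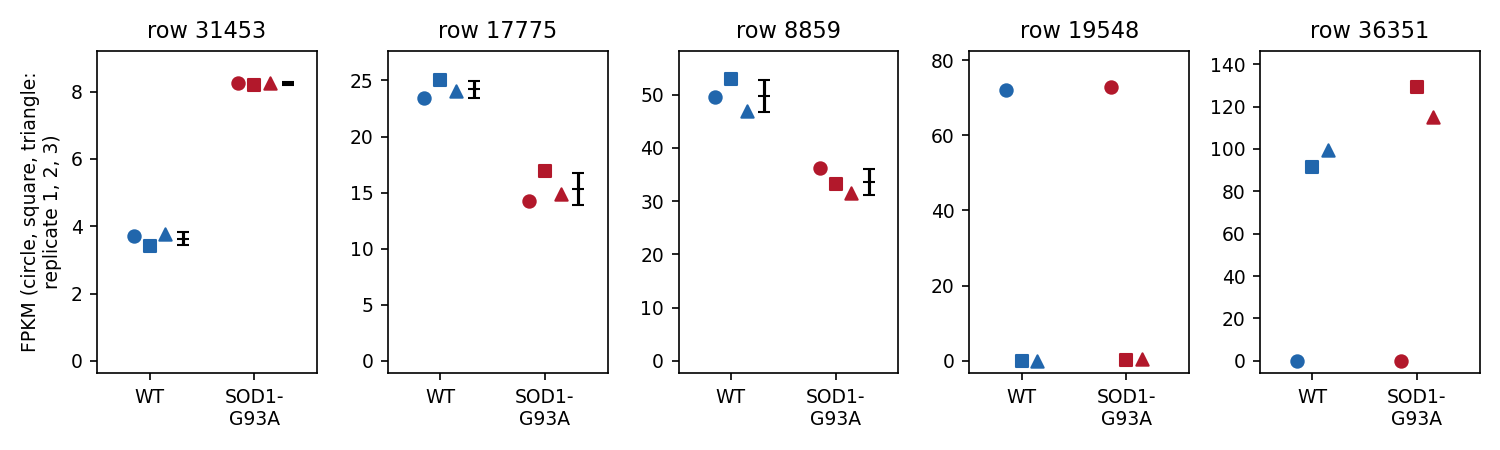
FPKM (vertical) in each library for 5 table rows, by genotype, with circles, squares and triangles for replicates 1, 2 and 3 and black bars for the mean ± SD of 3 libraries in the first 3 panels. Row 31453 is at 8.19 FPKM or more in SOD1-G93A and at 3.77 or less in WT, rows 17775 and 8859 are lower in every SOD1-G93A library, and rows 19548 and 36351, chosen after their values were seen, separate replicate 1 of both genotypes from replicates 2 and 3.

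Because replicate 1 stood apart, the comparison was repeated within replicates 2 and 3. These 4 libraries gave 40 of 13797 rows with an adjusted p-value under 0.05 by limma, 31 higher and 9 lower in SOD1-G93A. The other splits of the same 4 libraries into 2 and 2 gave 13 and 10 rows. At an unadjusted p-value under 0.05 the genotype split gave 1570 rows and the others gave 380 and 505. Genotype gave the most rows of the 3 splits at both thresholds. A share of 1 in 3 is the smallest that 3 splits can give, so a chance assignment is not excluded. Row 31453 passed in this comparison, and 3 of the 40 rows were among the 7 of the block fit. Replicate 1 has 1 library per genotype, so no test was possible within it. With a covariate for replicate 1 in the fit to all 6 libraries, 9 rows passed, all higher in SOD1-G93A, and 6 of them were among the 7 of the block fit.

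Between replicate 1 and the other replicates, with genotype in the model, 555 rows had an adjusted p-value under 0.05 by limma, 335 higher and 220 lower in replicate 1. The labels name no batch, litter or sex that distinguishes replicate 1. Each genotype has 1 library in this position, so replicate 1 and genotype were not confounded.

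Among low rows, 13 were listed at 0 in all WT libraries and at 0.1 FPKM or more in all SOD1-G93A libraries, and 17 showed the opposite. The highest mean among them was 0.898 FPKM. Of the 10 splits of the libraries into 3 and 3, 5 gave at least as many such rows, the genotype split included.

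**Figure D4:**
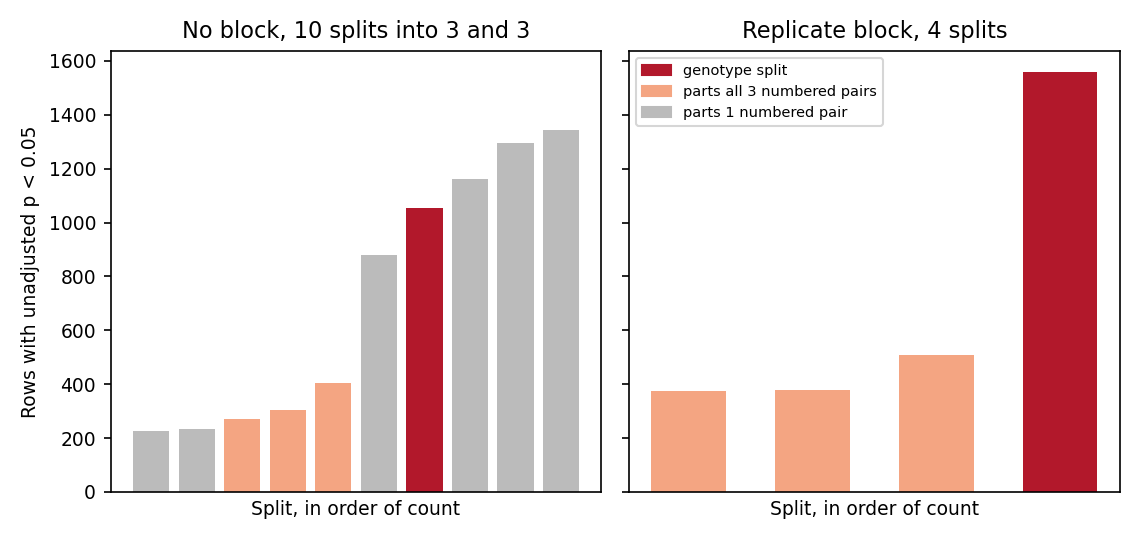
Number of table rows with an unadjusted limma p-value under 0.05 (vertical) for each split of the 6 libraries into 3 and 3, without a block (left, 10 splits) and with the replicate block (right, the 4 splits that part all 3 numbered pairs), in order of count. The genotype split, in dark red, gives 1055 rows on the left, where 3 of the splits that part 1 pair give more, and 1560 on the right, where the others give 374, 379 and 508.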

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

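The number of rows that differed between genotypes was sensitive to the model, and the counts are low enough that a few rows decide it. It was 1 in the fit without a block. It was 7 with the replicate block, 9 with a covariate for replicate 1, 3 with library weights and 2 without the variance trend. It was 0 under quantile normalization (1077 rows at an unadjusted p-value under 0.05, where uniform p-values would give 693). It was also 0 when every row above 0 in at least 1 library was tested (1578 rows at an unadjusted p-value under 0.05, where uniform p-values would give 1313). The replicate block together with quantile normalization gave 1 row, which was not row 31453. The cause of these changes was not tested. It stayed at 1 under non-robust moderation, median-ratio scaling, equal column totals, a mean of at least 5 FPKM, and pseudocounts of 0.1 and 0.01. The replicate block, non-robust moderation, the thresholds and leaving out single libraries were fixed before the data were examined, and the other settings were chosen after seeing the data.

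With other thresholds on the fit without a block, the count was 0 for an adjusted p-value under 0.05 with at least a 2-fold change on the scale of FPKM + 1, 3 for an adjusted p-value under 0.1, and 1055 for an unadjusted p-value under 0.05.

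Leaving out 1 library at a time gave from 0 to 38 rows across the 6 fits, with 855 rows at an unadjusted p-value under 0.05 in the fit that gave 0. The 38 came from leaving out SOD1-G93A replicate 1, with 32 higher and 6 lower in SOD1-G93A. Leaving out replicate 1 of both genotypes gave 40. Row 31453 passed the threshold in 12 of the 20 alternative fits. Its adjusted p-value ranged from 0.0132 to 0.216 over them, and its log2 fold change ranged from 0.96 to 1.18. In 4 of the fits that left out 1 library, between 1 and 4 rows passed and none of them was row 31453 or among the 7 rows of the block fit. Without WT replicate 1, 2 of these rows were higher and 2 lower in SOD1-G93A. Without WT replicate 2 both rows were lower, without WT replicate 3 the 1 row was lower, and without SOD1-G93A replicate 2 the 1 row was higher.

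The number of rows at an unadjusted p-value under 0.05 also moved. It rose from 1055 to 1733 with the covariate for replicate 1 and was within 1.5 times the reported number in the other fits, including 1560 with the replicate block. The fits tested different numbers of rows, so these counts do not compare the excess directly. Testing every row above 0 in at least 1 library gave 1578, where uniform p-values would give 1313. The reported fit gave 1055, where they would give 693, a larger relative excess. Leaving out 1 library at a time gave from 727 rows (without WT replicate 2) to 1246 rows (without SOD1-G93A replicate 1). Uniform p-values would give 691 to 693 rows in these fits, so the excess over that level was 34 rows without WT replicate 2 and 62 without WT replicate 3, against 555 without SOD1-G93A replicate 1. Among the 10 splits of the remaining 5 libraries into groups of the same sizes, 5 gave at least as many rows as genotype without WT replicate 2 and 3 without WT replicate 3, the genotype split included. The other splits had medians of 423 and 433 rows in these fits, below the uniform level, and reached 2486 and 2243. Without SOD1-G93A replicate 1 their median was 577 and their highest 915. The uniform level is therefore not what a regrouping of these libraries gives. When a replicate 1 library of either genotype was left out, genotype gave the most rows of the 10 splits (1 of 10 each). The share of these rows that were higher in SOD1-G93A was 50.8% in the reported fit and from 46.9% to 57.7% in the others. The share of variance between genotypes never reached an exact permutation p-value under 0.05, which these designs do not allow. No log2 fold change of the 3 rows described individually changed sign under the 20 alternative fits. In each of them the genotypes do not overlap, so leaving out libraries could not reverse the sign. The block, the covariate and the variance trend leave the fold change itself unchanged. The kept sign is therefore largely built in and is not evidence for these rows. Of their 60 values, 51 stayed on the same side of the threshold, 8 lost significance and 1 gained it. All 8 losses were of row 31453. Rows 17775 and 8859 had not passed in the reported fit, so they had no significance to lose.

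Depth limits these results in a way that cannot be quantified from FPKM. The relative depths ranged from 0.948 to 1.01, and the counts of fragments behind a low FPKM value are unknown. In simulated data of the same size, 67.3% of 200 rows changed by 2-fold were recovered, and 29.4% of those changed by 1.5-fold. That simulation had no term for depth, so it does not measure this limit. It tried no other number of changed rows and does not reproduce these data, so the recovery here may differ.

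Results for Sod1, for gene sets and for a gene list fixed beforehand were not run under any setting, because the rows carry no gene names. The settings listed beforehand that need counts (DESeq2, voom, legacy quasi-dispersions, thinned counts) and the Xist covariate were not run.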

Other observations

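The tests of sequencing depth, of abundant rows and of scaling were chosen only after results bearing on them were seen, and the patterns themselves were noticed in the same data, so what follows is offered as hypotheses.

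Whether the genotype difference exceeds what a chance assignment of the libraries gives was tested by refitting every split of the 6 libraries into 3 and 3. Without the block, 7 of the 10 splits gave at least as many rows with an adjusted p-value under 0.05 as the 1 row of the genotype split, and 4 of the 10 gave at least as many rows at an unadjusted p-value under 0.05. The 10 splits differ in kind. The 6 splits that part 1 numbered pair keep the libraries of each other pair on one side, and the 4 of them that gave the most rows, from 881 to 1344, are those that put replicate 1 of both genotypes on the same side. Among the 4 splits that part all 3 numbered pairs, the genotype split gave 1 row at the adjusted threshold, against 1, 7 and 4 for the others. The genotype split had the most rows at the unadjusted threshold, with 1055 against 272, 303 and 406 in the same order. With the replicate block, the genotype split had the most of the 4 at both thresholds (1 of 4 splits each), with 7 rows against 5, 3 and 1 at the adjusted p-value and 1560 against 374, 379 and 508 at the unadjusted one. A share of 1 in 4 is the smallest that 4 splits can give, so the excess cannot be told apart from a chance assignment by this test. In simulated data, 200 rows changed by 1.5-fold gave 61 calls on average without the block, against the 1 row called here. That simulation drew rows independently and called 0 rows with no change, whereas a regrouping of the real libraries called up to 7. The simulation therefore does not reproduce these data and sets no firm limit on the size or number of genotype changes.

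Replicate 1 of both genotypes differed from replicates 2 and 3 in more rows than SOD1-G93A did from WT. Setting each of the 15 pairs of libraries against the other 4 gave 555 rows with an adjusted p-value under 0.05 for replicate 1 and from 0 to 21 for the other 14 pairs, so 1 of 15 splits gave as many, which is the smallest share possible. Part of the contrast was presence against absence. With a limit set after the values were seen, 26 rows were at least 16-fold apart with 1 FPKM or more in every library on the higher side, against 0 to 8 rows for the other 14 pairs. The differences ran both ways, with 12 rows higher and 14 lower in replicate 1, and 9 of the latter were listed at 0 in both replicate 1 libraries. Row 19548, chosen after its values were seen, had 72.7 and 72.0 FPKM in SOD1-G93A and WT replicate 1 and at most 0.503 FPKM elsewhere. Row 36351, chosen in the same way, was listed at 0 in both replicate 1 libraries and had between 91.3 and 129 FPKM elsewhere. Of these rows 24 were tested between genotypes, and the gap within each genotype leaves the fit without a block unable to call them. With the replicate block, 3 of the 24 had an unadjusted p-value under 0.05 by limma, and the smallest adjusted p-value among them was 0.380.

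Several technical explanations for the position of replicate 1 were tested. If a few abundant rows shifted the scale, the 555 rows would fall to the range of the other 14 pairs once the 100 rows of highest mean were removed and the remaining FPKM were rescaled to equal totals, but 603 rows passed. If a single scale factor per library were responsible, quantile normalization would remove the difference, but 635 rows passed afterwards, 407 higher and 228 lower in replicate 1. If depth were responsible, 1 fragment would be worth a different amount in both replicate 1 libraries than in the other 4. In WT replicate 1 it was worth 1.0003 times its value in WT replicate 2, within the range of 0.988 to 1.02 of the other 4. In SOD1-G93A replicate 1 it was worth 1.05 times that value. The worth of 1 fragment also carries any scaling by the authors, so it does not measure depth alone. Both replicate 1 libraries had more rows above 0 (22249 in SOD1-G93A and 22270 in WT) than any other library (at most 21825). The test therefore leaves depth open. A separate preparation, sequencing or annotation run for replicate 1 remains possible and was not tested, because the labels give no batch. No biological explanation was tested, because the labels give no litter, sex or age that sets replicate 1 apart. Naming the 26 rows would be the direct way to tell these apart.

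A group of the most abundant rows sat close together in the table and followed the same split. Of the 25 rows with the highest mean FPKM, 5 lay within the 29 rows from 17966 to 17994. This stretch took 5.66% of the summed FPKM in SOD1-G93A replicate 1 and 4.44% in WT replicate 1, against 2.76% to 3.05% in the other 4 libraries. The stretch was chosen after its values were seen.

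Some high single values come from rows that are 0 everywhere else. There were 2646 rows above 0 in only 1 library, with a median of 0.075 FPKM, yet 10 of them reached at least 100 FPKM and the highest reached 2004 FPKM in SOD1-G93A replicate 1. Of these 10 rows, 3 were in SOD1-G93A replicate 1 and made up 0.739% of its summed FPKM, and 3 were in WT replicate 3 and made up 0.312%. SOD1-G93A replicate 2 had 2, SOD1-G93A replicate 3 and WT replicate 2 had 1 each, and WT replicate 1 had 0. The mean filter let 59 rows with a value in only 1 library into the test, out of 13858.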
